A study of Mus musculus with 10 samples. Its data were reported in "Eμ and 3′RR IgH enhancers show hierarchic unilateral dependence in mature B-cells" (2017).

How the data were processed

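Small RNA was sequenced from CD43-negative splenic B-cells of wild-type (wt) mice, of mice lacking the 3'RR (the 3' regulatory region of the immunoglobulin heavy chain locus, Igh) and of mice lacking Eµ (the intronic enhancer of Igh). Cells were either not stimulated or stimulated with lipopolysaccharide (LPS), and per the labels each culture lasted 2 days, with or without LPS. The paper describes cells taken before and after stimulation. If that holds for the small RNA, the LPS response also contains the effect of culture itself. RNA of 2 mice was pooled for each library, so a replicate is a pool and not an animal. Per the labels, libraries were made with the NextFlex small RNA kit, amplified in 17 PCR cycles and sequenced with 75 nt reads.

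The deposited table holds whole-number read counts, and its unit, as the authors supplied it, is counts per small RNA feature and library, without normalization. The read trimming, the aligner, the counting program, the handling of reads that match several places and the genome build are not stated. Positions in the table were compared with GENCODE M21 (GRCm38, counted from 1): 1302 of 1302 mature microRNA positions lay inside an annotated hairpin of that build. The table has 6968 features, of which 2015 are in the microRNA class. These comprise 1302 mature microRNAs and 713 hairpin transcripts, and the hairpins took between 0.097% and 1.69% of the microRNA counts of a library. The other classes (tRNA, piRNA clusters, snoRNA, snRNA, rRNA and others) were used for library composition, for one alternative and for the closing section.

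Depth ranged from 3482540.0 to 18144016 counts per library. Shares of counts in single libraries are given with Wilson 95% confidence intervals. Intervals and the floor of 3 counts cover counting error only, since PCR reads without molecular identifiers are not independent molecules. A fold change against a group whose libraries all had 3 counts or fewer is given as a lower bound, computed with 3 counts in each of those libraries.

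Comparisons were made on the microRNA class with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter by group, the quasi-likelihood F-test (two-sided) and the Benjamini-Hochberg adjustment over all features tested in a comparison, with an adjusted p under 0.05 as the threshold. Calls are features past that threshold. The wt and 3'RR-deficient groups have 2 libraries in each condition, and their 8 libraries were fitted together with a mean per group. In this fit 720 features passed the filter. The comparisons over both conditions used additive terms for genotype and stimulation. The Eµ-deficient mice have 1 library in each condition, so they were compared with wt by a test only across both conditions, in an additive fit of all 10 libraries in which 988 features passed. Because these groups hold 1 library, a feature expressed in 1 library can pass the filter of this fit. Both Eµ-deficient libraries carry replicate number 1 and could come from 1 pool of mice. The p-values of this comparison thus do not measure the spread between Eµ-deficient pools. Same-numbered libraries of the other genotypes may share a pool as well, so tests over both conditions may count a pool more than once. Within one condition the Eµ-deficient libraries were described by ratios without a test. Adjusted p-values in the text come from edgeR's quasi-likelihood test unless another is named. Expression values are CPM (read counts scaled to a common library size) of the microRNA class after TMM scaling of all 10 libraries, given as the mean ± SD. Log2 ratios of single libraries used a prior count of 2.

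Sets of features were tested with fry of limma 3.58.1, and with camera as the alternative. The sets were the microRNA features on chromosome 12 within 10 Mb of the Igh constant region, the miR-17~92 family with its paralogues, and the let-7 family. A list of 7 single microRNAs known from lymphocytes was fixed as well, together with a list of 9 microRNAs of other cell types, which serves the closing section. The features named in the text followed a rule: in each comparison, the 4 with the largest increase and the 4 with the largest decrease among those past the threshold, with a mean of at least 100 CPM in a compared group and no overlap between the libraries of both groups. Where too few passed, the 3 with the smallest p were named. The 7 listed microRNAs were named whatever their result. The tests, groups, lists, naming rule and most alternatives were chosen before the data were examined, and the exceptions are stated where they appear. The paper of the study names no test for the small RNA counts.

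The alternatives were DESeq2 size factors within edgeR, total count scaling, no filter, a filter of 10 CPM in at least 2 libraries, the DESeq2 1.42.0 Wald test, all features of the table, other sets of libraries in the fit, the replicate number as a block, a required 2-fold change, and leaving out each library in turn. For ratios of single libraries a prior count of 0.5 was also tried. Added after the data were seen were a replicate block within culture condition, mature microRNAs alone, removal of a loess trend on GC content (span 0.75), and the set test for Eµ-deficient against wt.

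The calculations were tested on simulated data with the depths and group sizes of the study and a biological coefficient of variation of 0.7, close to the estimate from these libraries. Changes were put only into more abundant features, so recovery at low counts was not tested. Of 200 changed features among 2015, edgeR recovered 164 at a 16-fold change and 0 at a 4-fold change in a comparison of LPS with no stimulation in one genotype, with 7 and 0 false calls. In the comparison of genotypes over both conditions it recovered 199 and 43. The DESeq2 Wald test recovered 67 of the 4-fold changes in the first of these designs, with 10 false among 77 calls. The removal of the GC trend was tested on 598 simulated features with a slope of 1 (log2 per 10% GC), which was found as 0.96 and was -0.02 after removal. This test used a coefficient of variation well under 0.7, so it was easier than the data.

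Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Long RNA sequencing, chromatin data and the paper's other assays are not analysed here. The deletions of Eµ and of the 3'RR cannot be checked in small RNA counts, because neither element is a feature of the table.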

Results

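The data were read counts of small RNA features in 10 libraries of splenic B-cells. The wt non-stimulated, wt LPS, 3'RR-deficient non-stimulated and 3'RR-deficient LPS groups had 2 libraries each, and the Eµ-deficient mice had 1 library per condition. The library totals were 15073103 and 3482540.0 counts for wt non-stimulated replicates 1 and 2, and 11915044 and 3756662 for the 3'RR-deficient ones. With LPS they were 6054137 and 11247124 in wt and 6056266 and 13859730.0 in 3'RR-deficient cells. The Eµ-deficient libraries held 13503229 (non-stimulated) and 18144016 (LPS) counts.

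MicroRNA features took 73.0% ± 12.9 (SD, n = 2) of the counts in wt non-stimulated libraries and 74.2% ± 9.55 (SD, n = 2) in 3'RR-deficient ones. With LPS the share was 71.4% ± 4.11 (SD, n = 2) in wt and 73.6% ± 3.31 (SD, n = 2) in 3'RR-deficient cells. The Eµ-deficient share was 60.2% (Wilson 95% confidence interval 60.19 to 60.24) without and 51.4% (51.39 to 51.43) with LPS, below each of the other 8 libraries. The most abundant microRNA was miR-21a-5p in all 5 LPS libraries, with 15.5% of the microRNA counts in Eµ-deficient cells and between 18.2% and 34.7% in the other 4. Among the non-stimulated libraries it was miR-142a-5p in wt replicate 1 (12.8%), miR-92a-3p in the second replicates of wt (12.4%) and 3'RR-deficient cells (11.6%), miR-21a-5p in 3'RR-deficient replicate 1 (7.56%) and let-7f-5p in Eµ-deficient cells (6.64%).

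Replicates differed far more than counting error allows: the chi-square per degree of freedom between the replicates of a group lay between 815 and 3268. The SD of the log2 difference between replicates across 720 microRNA features was 1.97 in wt non-stimulated, 1.78 in 3'RR-deficient non-stimulated, 1.17 in wt LPS and 1.18 in 3'RR-deficient LPS cells. The second non-stimulated libraries departed from the first in the same way in both genotypes: across features the replicate differences of wt and 3'RR-deficient cells correlated with r = 0.666. The corresponding r was 0.111 between the LPS groups and between -0.283 and -0.054 for pairs of a non-stimulated and an LPS group. Features are not independent replicates, so no p is given. The replicate number was therefore treated as a possible batch of the non-stimulated libraries. Ratios of same-numbered non-stimulated libraries are given beside the pooled values where 3'RR-deficient and wt cells are compared without LPS. The replicate block within culture condition, chosen after the data were seen, was fitted to the LPS libraries as well, although their replicate differences were hardly shared. This batch holds no LPS libraries, so the LPS response has no value within it. Across 607 mature microRNAs the replicate difference rose with GC content by 0.96 (log2 per 10% GC) in wt non-stimulated and 0.76 in 3'RR-deficient non-stimulated cells, against -0.22 and -0.20 in the LPS groups. The estimated biological coefficient of variation was 72.4% in the fit of groups.

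**Figure D1:**
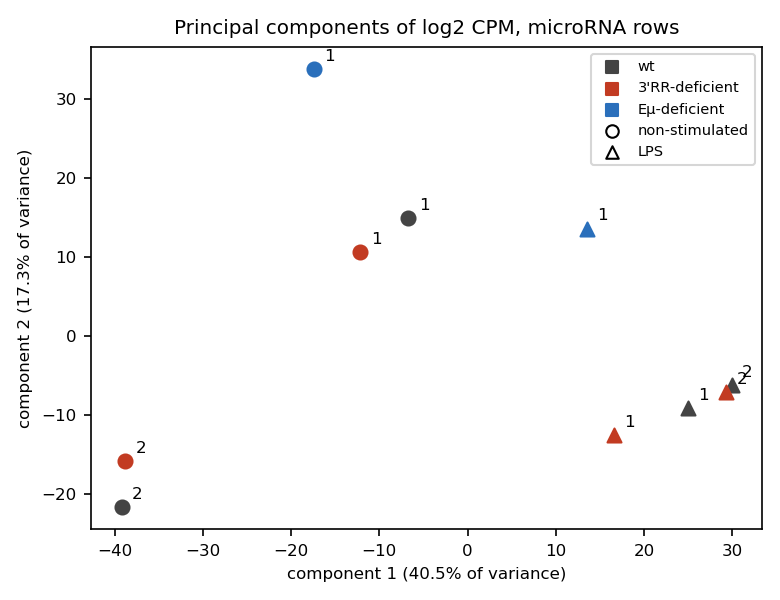
Principal components of log2 CPM of microRNA features in the 10 libraries, with component 1 (40.5% of the variance) on the horizontal and component 2 (17.3%) on the vertical axis. Colour marks the genotype, shape the stimulation and the number the replicate; the second non-stimulated libraries of wt and 3'RR-deficient cells lie together, away from the first.

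**Figure D2:**
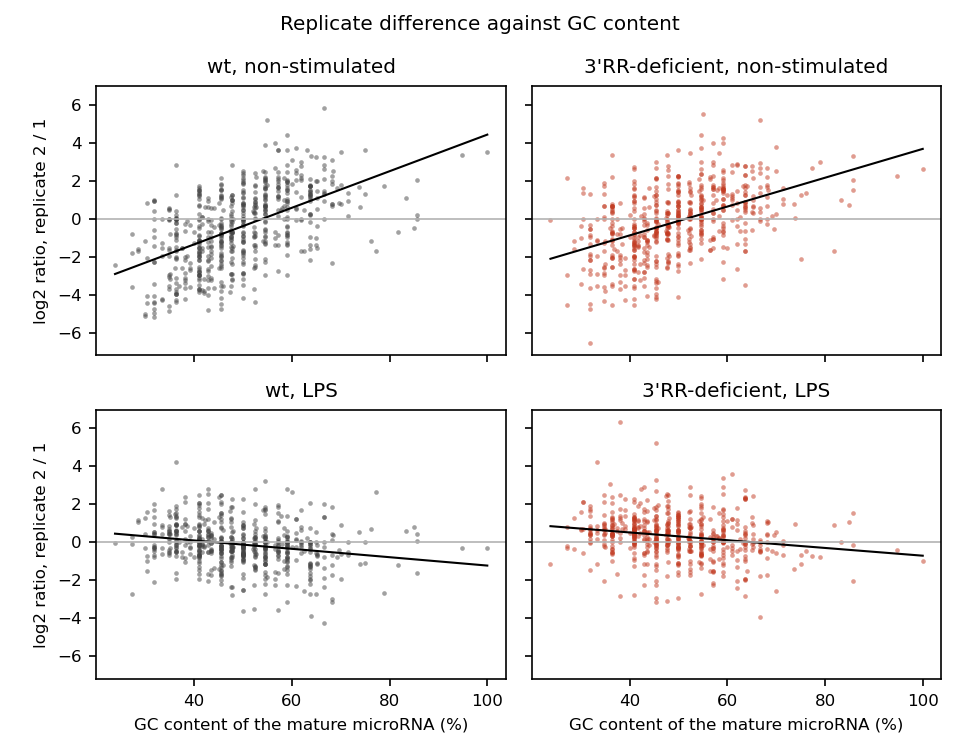
Log2 ratio of replicate 2 to replicate 1 (vertical axis) against the GC content in percent of each of 607 mature microRNAs (horizontal axis), with a fitted line, in the 4 groups that have 2 libraries. The ratio rises with GC content in both non-stimulated groups and falls slightly in both LPS groups.

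The first comparison asked which microRNAs respond to LPS, the polyclonal B-cell activator used to induce class switching. In wt cells 5 of 720 features passed the threshold, all higher with LPS, and 156 had an unadjusted p under 0.05. The alternative that moved this count most was the DESeq2 Wald test, with 103 calls, 60 of them higher. In 3'RR-deficient cells 7 of 720 passed, all higher, with 139 under an unadjusted p of 0.05, and 4 features were called in both genotypes. With both genotypes together 157 of 720 passed, 95 higher and 62 lower, and these included all 5 of the wt and all 7 of the 3'RR-deficient calls. Leaving out 1 of the 8 libraries gave between 71 and 163 calls, the fewest without wt LPS replicate 2 (71) and wt LPS replicate 1 (75).

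Among the features that met the naming rule, the largest increase was in miR-155-3p (chromosome 16, 84714182 to 84714202, plus strand, in an exon of Mir155hg). Its level went from 8.17 CPM ± 4.01 (SD, n = 2) to 497.8 ± 102.3 (SD, n = 2) in wt and from 6.96 ± 3.98 (SD, n = 2) to 268.7 ± 88.2 (SD, n = 2) in 3'RR-deficient cells. The log2 fold change was 5.97 (SE 0.82, adjusted p 0.00999) in wt, 5.16 (SE 0.79, adjusted p 0.024) in 3'RR-deficient cells and 5.56 (SE 0.54, adjusted p 0.000184) with both together. The next was miR-148a-5p (chromosome 6, 51269867 to 51269888, minus strand), which went from 11.1 CPM ± 3.48 (SD, n = 2) to 581.9 ± 181.9 (SD, n = 2) in wt and from 9.75 ± 4.15 (SD, n = 2) to 331.1 ± 45.7 (SD, n = 2) in 3'RR-deficient cells. Its log2 fold changes were 5.79 (SE 0.81, adjusted p 0.00999), 5.04 (SE 0.78, adjusted p 0.024) and 5.41 (SE 0.52, adjusted p 0.000184). The third, miR-5121 (chromosome 7, 45126925 to 45126945, minus strand), lies within Snord33, a snoRNA gene inside Rpl13a. It went from 114.5 CPM ± 23.5 (SD, n = 2) to 2125 ± 871.8 (SD, n = 2) in wt and from 10.5 ± 1.43 (SD, n = 2) to 229.6 ± 65.9 (SD, n = 2) in 3'RR-deficient cells. Its log2 fold changes were 4.30 (SE 0.75, adjusted p 0.0252), 4.43 (SE 0.76, adjusted p 0.0277) and 4.36 (SE 0.48, adjusted p 0.000414). Each of these 3 was higher in all 4 LPS libraries than in all 4 non-stimulated libraries of these genotypes.

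The other calls within one genotype fell outside the naming rule and are named after their values were seen. The Mir148a hairpin transcript (ENSMUST00000083571) was called in both genotypes and the Mir106b hairpin (ENSMUST00000083580) in wt. In 3'RR-deficient cells the paralogues miR-135a-5p and miR-135b-5p and the Mir181b-1 hairpin (ENSMUST00000083524) were called. These had 0 counts in both 3'RR-deficient non-stimulated libraries and were at least 96.2-fold, 55.5-fold and 18.1-fold higher with LPS. The Mir148a hairpin had 0 counts in all 4 non-stimulated libraries and was at least 55.7-fold higher with LPS in wt and at least 31.3-fold higher in 3'RR-deficient cells. With both genotypes together the naming rule also gave miR-9-3p (log2 fold change 4.26, SE 1.13, adjusted p 0.0228), which had 0 counts in both second non-stimulated replicates. Among the decreases it gave miR-486a-5p, whose sequence miR-486b-5p shares (-4.25, SE 0.78, adjusted p 0.00497), miR-125a-5p (-3.72, SE 0.63, adjusted p 0.00346) and miR-223-3p (-3.49, SE 0.53, adjusted p 0.00261). For miR-223-3p the means were 1193 CPM ± 1033 (SD, n = 2) without and 109.7 ± 47.3 (SD, n = 2) with LPS in wt.

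Of the 7 listed microRNAs, none passed within wt or within 3'RR-deficient cells over all features tested, and 3 passed in each when adjusted over the list alone. With both genotypes together 3 passed over all features and 5 when adjusted over the list alone. Those 3 were miR-155-5p (chromosome 16, 84714143 to 84714165), miR-150-5p (chromosome 7, 45121762 to 45121783) and miR-181a-5p (chromosome 2, 38852741 to 38852763). The level of miR-155-5p went from 6799 CPM ± 812.9 (SD, n = 2) to 46090.0 ± 26390.0 (SD, n = 2) in wt and its log2 fold change was 2.76 (SE 0.44, adjusted p 0.00261). Its wt LPS libraries were at 27430.0 and 64750.0 CPM, and its change in wt was 3.22 without the first and 1.93 without the second. With the GC correction, chosen after the data were seen, miR-155-5p lost its call over both genotypes (1.18, adjusted p 0.116), and with the replicate block added as well it passed at 1.47 (adjusted p 0.0372). The calls of miR-150-5p and miR-181a-5p stayed under both. The correction acts by GC content alone, which is 34.8% for miR-155-5p. Without LPS its log2 ratio of replicate 2 to replicate 1 was 0.54 in wt and 0.08 in 3'RR-deficient cells. Its own replicates thus showed no fall at low GC content, and its lost call may come from the correction itself. The level of miR-150-5p went from 48100.0 CPM ± 11630.0 (SD, n = 2) to 8258 ± 1670.0 (SD, n = 2) in wt, with a log2 fold change of -2.45 (SE 0.42, adjusted p 0.00392). The log2 fold change of miR-181a-5p was -2.31 (SE 0.45, adjusted p 0.00718). Within wt these 3 changed by 2.75 (adjusted p 0.0833), -2.51 (adjusted p 0.0906) and -2.45 (adjusted p 0.11). With DESeq2 all 3 passed within wt (adjusted p 0.000800, 0.000258 and 0.00212) and within 3'RR-deficient cells. With the GC correction miR-150-5p (adjusted p 0.0302) and miR-181a-5p (adjusted p 0.0421) passed within wt. Within 3'RR-deficient cells they changed by 2.77 (adjusted p 0.111), -2.39 (adjusted p 0.126) and -2.16 (adjusted p 0.155). The other 4, over both genotypes, were miR-21a-5p (2.22, adjusted p 0.0723), miR-146a-5p (1.32, adjusted p 0.102), miR-142a-3p (0.92, adjusted p 0.538) and miR-142a-5p (-0.18, adjusted p 0.889). Of these, miR-21a-5p passed with total count scaling (adjusted p 0.0218), with DESeq2 (adjusted p 0.0134) and with the GC correction (1.67, adjusted p 0.0222), and miR-146a-5p with total count scaling (adjusted p 0.0434) and DESeq2 (adjusted p 0.0249). The non-stimulated level of miR-21a-5p was 118200.0 CPM in wt replicate 1 and 7539 CPM in replicate 2, and its log2 fold change in wt was 4.58 without replicate 1 and 1.01 without replicate 2.

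The 13 tested members of the miR-17~92 family had a median log2 fold change with LPS of 3.38 in wt, 2.78 in 3'RR-deficient cells and 3.08 with both together, and 12 of 13 were higher in each. Under total count scaling 12, 11 and 11 were higher. Without LPS all tested members but miR-92a-3p were lower in replicate 2 than in replicate 1, in both genotypes. For miR-17-5p in wt the levels were 405.8 CPM in replicate 1 and 77.26 CPM in replicate 2. The size of the rise thus depends on the non-stimulated replicate. The fry test gave adjusted p-values of 0.154, 0.156 and 0.0864, none past 0.05. The 9 members of the let-7 family had medians of -1.07, -0.55 and -0.81, with adjusted p-values from fry of 0.181, 0.351 and 0.154, and their direction was the same under total count scaling. Camera gave no call for either family, with adjusted p-values between 0.352 and 0.426, so no call rests on it.

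**Figure D3:**
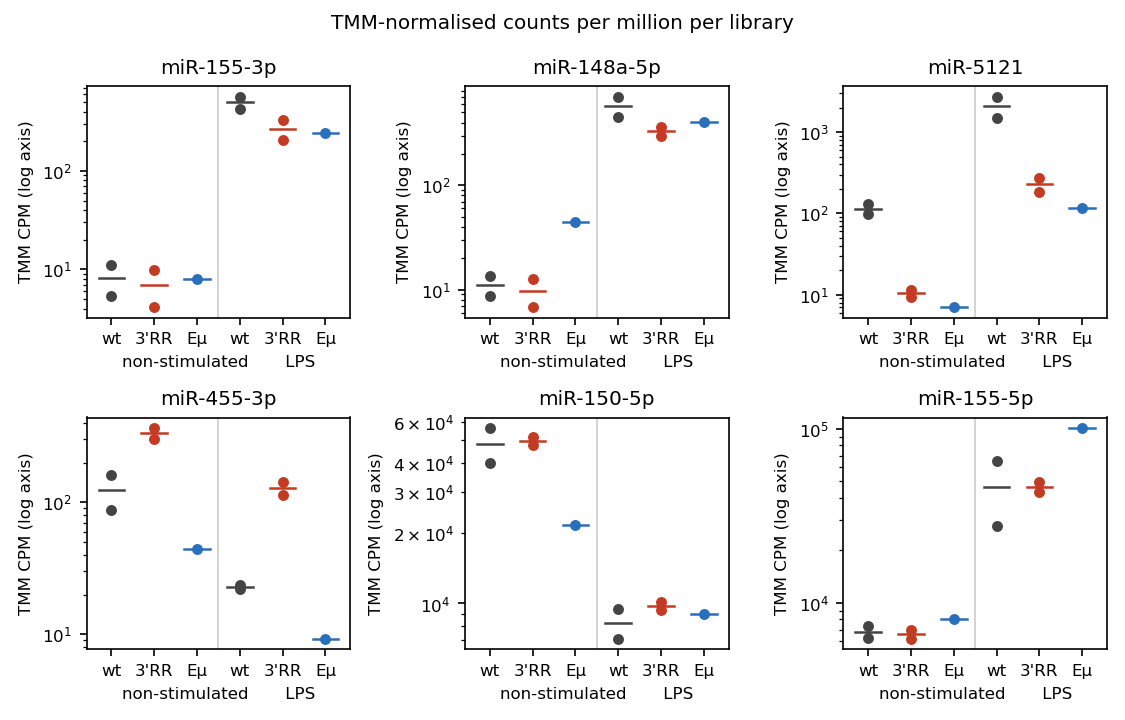
TMM-normalised CPM (vertical log axes) of 6 microRNAs in wt, 3'RR-deficient and Eµ-deficient libraries without and with LPS (horizontal axis). Points are libraries and lines are group means; miR-5121 is lower in each 3'RR-deficient and Eµ-deficient library than in the wt libraries of the same condition.

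The second comparison asked whether loss of the 3'RR changes small RNAs of B-cells. In non-stimulated cells 0 of 720 features passed, 9 had an unadjusted p under 0.05 and the smallest adjusted p was 0.655. In LPS-stimulated cells 0 passed, 15 had an unadjusted p under 0.05 and the smallest adjusted p was 0.799. The alternative with the most calls was the GC correction combined with the replicate block within culture condition, chosen after the data were seen, with 1 call without and 13 with LPS. Over both conditions 1 feature passed, lower in 3'RR-deficient cells, and 21 had an unadjusted p under 0.05. The difference between the LPS responses of both genotypes gave 0 calls, 5 features with an unadjusted p under 0.05 and a smallest adjusted p of 1.

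The 1 call over both conditions was miR-5121, with a log2 fold change of -3.26 (SE 0.45, adjusted p 0.0125). It lost its call without wt LPS replicate 1, without 3'RR-deficient LPS replicate 1 and without 3'RR-deficient LPS replicate 2, and its log2 fold change stayed between -3.47 and -3.01 across the 8 fits that each left out 1 library. Between same-numbered libraries the log2 ratio of 3'RR-deficient to wt was -3.48 and -3.33 in non-stimulated and -3.31 and -3.04 in LPS-stimulated cells. Within each condition it had the smallest p but did not pass (-3.33, SE 0.72, adjusted p 0.655 without LPS and -3.19, SE 0.71, adjusted p 0.799 with LPS). With the replicate number as a block within culture condition it passed in both (-3.33, adjusted p 0.000101 and -3.17, adjusted p 0.000103). The difference of its LPS responses is part of the test that gave 0 calls. With all features, of whatever class, 1 feature passed over both conditions as well, but it was not miR-5121.

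The next by p over both conditions was miR-455-3p (chromosome 4, 63256904 to 63256924, plus strand, in an intron of Col27a1), which did not pass (log2 fold change 1.98, SE 0.45, adjusted p 0.352). Its level without LPS was 124.3 CPM ± 53.2 (SD, n = 2) in wt and 332.3 ± 46.3 (SD, n = 2) in 3'RR-deficient cells. With LPS it was 22.8 ± 1.36 (SD, n = 2) in wt and 128.1 ± 21.9 (SD, n = 2) in 3'RR-deficient cells, a log2 difference of 2.48 (SE 0.67, adjusted p 1), which passed with DESeq2 (adjusted p 0.0427) and with the block within culture condition (2.49, SE 0.40, adjusted p 0.00487). Between same-numbered libraries the log2 ratio was 1.79 and 1.17 without and 2.23 and 2.70 with LPS, and with that block it passed over both conditions (2.03, adjusted p 0.000224). The third, miR-7688-5p (chromosome 10, 93433107 to 93433129), did not pass (3.43, SE 1.03, adjusted p 0.997), but with that block it did (3.88, adjusted p 0.0315). The remaining features with the smallest p were at the floor in a wt group, so that lower bounds apply. The hairpin of Mir674 (ENSMUST00000102421) had 0 to 1 counts in wt and 12 to 23 in 3'RR-deficient non-stimulated libraries, at least 4.93-fold higher, and miR-7032-3p had 0 to 3 and 20 to 30 counts, at least 7.40-fold higher. With LPS, miR-7052-3p had 0 counts in wt and 9 to 10 in 3'RR-deficient libraries, at least 3.19-fold higher. Their adjusted p-values were 0.931, 1 and 1. Between same-numbered non-stimulated libraries the log2 ratio was 3.03 and 3.69 for the Mir674 hairpin and 2.75 and 4.39 for miR-7032-3p. For the difference of responses the smallest p-values belonged to the Mir674 hairpin, miR-7013-5p and miR-134-5p, each with a group at the floor and each with an adjusted p of 1, so no size is given.

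The 7 listed microRNAs gave 0 calls between 3'RR-deficient and wt cells in either condition and over both, over all features and when adjusted over the list alone. Their log2 fold changes lay between -1.24 (miR-142a-3p) and 0.49 (miR-146a-5p) without LPS, between -0.58 (miR-146a-5p) and 0.54 (miR-181a-5p) with LPS and between -0.50 (miR-142a-3p) and 0.40 (miR-181a-5p) over both, all smaller than 1 SE. Between same-numbered non-stimulated libraries the log2 ratios were -0.30 and 0.89 (miR-21a-5p), 0.16 and -0.25 (miR-155-5p), 0.26 and -0.13 (miR-150-5p), 0.30 and 0.37 (miR-146a-5p), 0.40 and 0.08 (miR-181a-5p), -1.06 and -0.25 (miR-142a-5p) and -1.52 and -0.18 (miR-142a-3p). The direction of the first 3 thus did not hold within the batch.

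The third comparison asked whether features near Igh, whose enhancers were deleted, moved as a set. The Igh constant region spans 113254830 to 113422730 of chromosome 12. The 22 tested microRNA features within 10 Mb of it had a median log2 fold change between 3'RR-deficient and wt cells of 0.89 without LPS, -0.16 with LPS and -0.07 over both. Between same-numbered libraries, a ratio added after the data were seen, it was 0.06 and 1.34 without and -0.07 and -0.79 with LPS, so the value without LPS rests on the second pair. The adjusted p-values of fry were 0.148, 0.148 and 0.954, none past 0.05. Over the whole of chromosome 12 the value over both conditions was 0.979. Between Ighm and the J segments the table has 3 hairpin transcripts, annotated between 113424645 and 113425227 (ENSMUST00000174942, ENSMUST00000174996 and ENSMUST00000175007). Each had between 0 and 30 counts per library. The most counted, ENSMUST00000175007, had 1 and 17 counts in the wt LPS libraries, 9 and 3 in the 3'RR-deficient LPS libraries and 30 in the Eµ-deficient LPS library. A difference between genotypes was not detectable at this depth.

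The fourth comparison asked whether loss of Eµ changes small RNAs. Over both conditions 16 of 988 features passed between Eµ-deficient and wt cells, 14 higher and 2 lower, and 113 had an unadjusted p under 0.05. With the replicate block within culture condition, chosen after the data were seen, 105 of the 988 passed, 56 higher and 49 lower. The alternative that moved the count of 16 most was the set of features: with all features, of whatever class, 156 passed, 152 of them higher. Because each Eµ-deficient group is 1 library, the call count depends on the wt libraries: it was 33 without wt non-stimulated replicate 1, 22 without replicate 2, and 2 without either wt LPS replicate. The naming rule gave 4 increases and no decrease. The hairpin transcript of Mir451a (ENSMUST00000093557, chromosome 11, 78073170 to 78073241) had 4222 counts in the non-stimulated and 241 in the LPS Eµ-deficient library, against 53, 0, 0 and 0 in the wt libraries (log2 fold change 7.67, SE 1.00, adjusted p 0.00138). The hairpin transcript Gm25732 (ENSMUST00000175168, chromosome 4, 139338206 to 139338265) was at 241.5 and 333.5 CPM, against 21.3 CPM ± 14.6 (SD, n = 2) and 13.6 ± 4.81 (SD, n = 2) in wt (3.99, SE 0.67, adjusted p 0.00828). The others were miR-199a-3p (chromosome 9, 21496498 to 21496519; 3.70, SE 0.83, adjusted p 0.0318) and miR-100-5p (chromosome 9, 41531437 to 41531458; 3.24, SE 0.60, adjusted p 0.0165). The level of miR-100-5p was 287.5 and 280.6 CPM in Eµ-deficient cells, against 68.3 CPM ± 46.7 (SD, n = 2) without and 17.9 ± 1.48 (SD, n = 2) with LPS in wt. Without the Eµ-deficient LPS library the log2 fold change was 1.58 for miR-199a-3p and 2.27 for miR-100-5p. For the Mir451a hairpin, wt non-stimulated replicate 1 was the 1 wt library with any count.

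Named after their values were seen, the 2 decreases were mmu-miR-5121 (log2 fold change -4.09, SE 0.60, adjusted p 0.00286) and miR-7649-3p. The level of miR-5121 was 7.04 CPM without and 117.9 CPM with LPS in Eµ-deficient cells. With the replicate block within culture condition its change was -4.33 (adjusted p 1.33e-18), a p that does not measure the spread between Eµ-deficient pools. None of the 7 listed microRNAs passed, over all features or adjusted over the list alone, and their log2 fold changes lay between -1.02 (miR-142a-5p) and 0.73 (miR-155-5p). With the replicate block within culture condition, chosen after the data were seen, miR-142a-5p passed (-1.17, adjusted p 0.00791) and the other 6 did not.

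Within one condition the Eµ-deficient group is 1 library without a spread of its own, so no test was made. The non-stimulated Eµ-deficient library differed at least 2-fold from wt replicate 1 in 44.1% and from wt replicate 2 in 60.2% of 988 features, against 60.8% between the wt replicates themselves. The LPS library differed at least 2-fold from the wt LPS libraries in 51.9% and 46.7%, against 37.8% between those replicates and 36.8% between the 3'RR-deficient ones. Between genotypes, same-numbered wt and 3'RR-deficient libraries differed in 23.4% and 32.4% without and in 41.2% and 28.9% with LPS. The log2 change of Eµ-deficient cells with LPS was 3.64 for miR-155-5p and -1.25 for miR-150-5p. Across features the LPS response of Eµ-deficient cells correlated with r between 0.321 and 0.577 with those of the 4 same-numbered pairs of the other genotypes. Both wt pairs correlated with r = 0.388 and both 3'RR-deficient pairs with r = 0.377. Between wt and 3'RR-deficient pairs r was 0.578 and 0.722 for the same replicate number, and 0.374 and 0.346 for different numbers.

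A set test added after the data were seen covered the 54 microRNA features within 10 Mb of the Igh constant region that were tested in this fit. Their median log2 fold change between Eµ-deficient and wt cells was 2.14 in the log2 CPM used by the set tests and 3.11 in the edgeR fit, against -0.17 for all features tested. The adjusted p was 0.000784 from fry, and 0.0174 from camera, a call that thus held under fry. The filter of this fit admits a feature expressed in 1 library, so features counted mainly in Eµ-deficient cells entered the set. In the fit of 8 libraries 22 features of the window were tested. This choice of features can raise the median and lower the p of fry. Camera compares the set with other features past the same filter. Of the 54, 39 lie between 109580243 and 109743784, 3.51 Mb from the constant region. There 35 of 39 were higher in Eµ-deficient cells, against 7 of the other 15. In all wt libraries 18 of the 54 were at the floor, and with these at their lower bounds the median was 0.89 for the 54 and 2.13 for the 39. The summed counts of the 39 were 1520.0 and 2967 in the Eµ-deficient libraries, or 186.9 and 318.1 CPM of the microRNA class, and between 6.18 and 88.8 CPM in the other 8. Within this cluster miR-487b-3p was at least 9.76-fold and miR-493-5p at least 7.57-fold higher in Eµ-deficient cells.

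**Figure D4:**
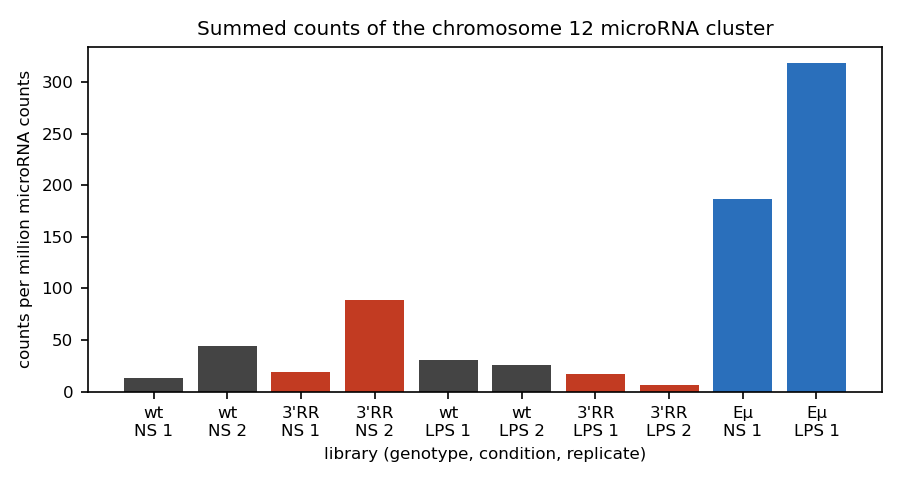
Summed counts of the 39 microRNA features of the chromosome 12 cluster as CPM of the microRNA class (vertical axis) in each of the 10 libraries (horizontal axis, by genotype, condition and replicate). The Eµ-deficient libraries reach 186.9 and 318.1 CPM and the other 8 libraries at most 88.8 CPM.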

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

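The tests of scaling and of depth below were planned before their results were seen, and the per-class counts were chosen after.

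Features outside the microRNA class belong to no comparison of the report, and they gave calls in 3 of the 8 comparisons when tested in the same way with edgeR's quasi-likelihood test and the Benjamini-Hochberg adjustment. Between Eµ-deficient and wt cells 132 of 3450 features passed, 130 higher and 2 lower, and 560 had an unadjusted p under 0.05. The calls were 49 of 426 tRNA features, 49 of 309 snoRNA features, 17 of 2289 piRNA clusters, 12 of 83 misc_RNA features and 5 of 208 snRNA features. For the LPS response with wt and 3'RR-deficient cells together 26 of 3234 passed, 16 higher and 10 lower, with 701 under an unadjusted p of 0.05. Between 3'RR-deficient and wt cells over both conditions 1 passed, with 71 under an unadjusted p of 0.05. The other 5 comparisons gave 0 calls, with 320 (LPS in wt), 273 (LPS in 3'RR-deficient), 63 (genotypes without LPS), 37 (genotypes with LPS) and 33 (difference of responses) features under an unadjusted p of 0.05.

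For the Eµ-deficient cells, the scaling of the libraries and their depth were weighed as technical sources. The median log2 fold change of the 3450 features was -0.21 with TMM and -1.16 with total count scaling, and the latter still gave 51 higher calls against 12 lower ones. With all libraries thinned to one depth 125 higher and 4 lower calls were made. Neither value is what scaling or depth alone would give, although the number of calls depends on the scaling. With the replicate block within culture condition 274 were higher and 55 lower. The share of snoRNA counts was 10.5% and 9.61% in the Eµ-deficient libraries, against between 3.00% and 8.57% in the other 8. The Eµ-deficient genotype has 1 library per condition and no second preparation, so a difference in library preparation stays open beside a difference in genotype, and the design cannot part them. The calls may thus reflect either one.

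The 1 call between 3'RR-deficient and wt cells was the snoRNA feature ENSMUST00000158915 (chromosome 19, 17825520 to 17825627, plus strand), inside the span of Pcsk5 and on the opposite strand. Its log2 fold change was -3.92 (adjusted p 0.0121). Its counts were 203, 191, 257 and 372 in the wt, 21, 9, 13 and 20 in the 3'RR-deficient and 326 and 582 in the Eµ-deficient libraries. It was thus lower in all 4 same-numbered pairs of libraries. A variant carried by the 3'RR-deficient line at this position was not tested, since the deposited counts hold no sequence. No technical or biological explanation was tested for this feature or for the 26 features of the LPS response.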

How the results depend on the processing

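The replicate block within culture condition, the restriction to mature microRNAs, the GC correction and the set test for Eµ-deficient cells were chosen after seeing the data, and the other settings before.

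Call counts kept their order under DESeq2 size factors within edgeR: 5, 7, 0, 0, 0, 1, 19 and 157 for LPS in wt, LPS in 3'RR-deficient cells, genotypes without LPS, genotypes with LPS, the difference of responses, genotypes over both conditions, Eµ-deficient against wt, and LPS with both genotypes. All calls of the wt, 3'RR-deficient and Eµ-deficient comparisons kept their call there, as did 152 of the 157. A required 2-fold change left each count within a factor of 1.5. The median log2 fold change of all features tested lay between -0.17 and 0.07 across comparisons with TMM and reached 0.20 (Eµ-deficient) and -0.20 (genotypes with LPS) with total count scaling.

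For LPS in wt the 5 calls became 10 with total count scaling, 50 without a filter, 103 with DESeq2, 0 with all features of the table, 20 with all 10 libraries and 3 with mature microRNAs alone, a smaller set by construction. For LPS in 3'RR-deficient cells the 7 calls became 31 without a filter, 15 with a minimum of 10 CPM, 97 with DESeq2, 0 with all features, 15 with only the 4 libraries compared and 20 with all 10. The GC correction gave 44 (wt) and 23 (3'RR-deficient). With DESeq2 genotypes differed in 1 feature without LPS, 2 with LPS and 2 over both conditions, and the LPS response with both genotypes in 247. On simulated data DESeq2 also made more calls at this spread, some of them false. The GC correction gave 2 calls for genotypes over both conditions, and the LPS response with both genotypes had 71 higher and 97 lower calls. Mature microRNAs alone gave 65 higher and 67 lower there, so part of the change in direction comes from leaving out the hairpins. For Eµ-deficient against wt the 16 calls became 28 with total count scaling, 47 without a filter, 57 with DESeq2 and 156 with all features. Unless stated, the cause was not tested.

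The replicate block was tried because the number could mark a pairing. With it within genotype, LPS in wt gave 38 calls, LPS in 3'RR-deficient cells 19 and both together 114, and with the GC correction as well 60 and 41 in the single genotypes. Across genotypes the block gave 0 calls in each condition, 1 over both and 15 for Eµ-deficient cells. Within culture condition, where the non-stimulated replicates shared a difference, it gave 1 call without LPS, 2 with LPS, 7 over both conditions and 105 for Eµ-deficient cells (56 higher, 49 lower). With the GC correction added these were 1, 13, 12 and 82. The gain from the block without LPS has a visible part, the difference shared by the second replicates, and otherwise the cause was not tested. The difference of responses gave 0 calls in each of these settings.

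Across the fits that each left out 1 library, genotypes over both conditions gave from 0 to 1 calls (0 without wt LPS replicate 1, 3'RR-deficient LPS replicate 1 and 3'RR-deficient LPS replicate 2). Eµ-deficient against wt gave from 2 to 33 (33 without wt non-stimulated replicate 1, 2 without either wt LPS replicate), and LPS with both genotypes from 71 to 163 (75 and 71 without wt LPS replicates 1 and 2, 98 and 84 without 3'RR-deficient LPS replicates 1 and 2). Where 1 library was left in a group, features changed at least 2-fold were counted without a call: from 345 to 385 for genotypes without LPS (173 with all libraries), from 295 to 320 with LPS (182) and from 360.0 to 458 for the difference of responses (269). A single library per group makes such changes larger by construction.

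The set test of the window over both conditions changed its sign over the whole of chromosome 12 (adjusted p 0.979 against 0.954), with neither past 0.05. The miR-17~92 family with LPS in both genotypes passed with total count scaling (adjusted p 0.0187), and its range over the settings was from 0.0187 to 0.352. At a minimum of 10 CPM the share of features at least 2-fold apart was 12.9% and 21.2% between same-numbered non-stimulated libraries of wt and 3'RR-deficient cells, 24.0% between the wt LPS replicates and 13.4% between the second LPS libraries of wt and 3'RR-deficient cells. Fewer features of low count, which differ more by chance, enter there by construction.

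The named microRNAs were refitted under DESeq2 size factors, total count scaling, DESeq2 and the replicate block. Of 344 values 311 kept direction and side of the threshold, 14 gained the threshold, 1 lost it (miR-199a-3p in Eµ-deficient cells with the block, 3.40, adjusted p 0.0572) and 18 changed sign. None of those 18 was past the threshold in either fit. LPS changed miR-142a-5p with the block by 0.59 in wt and by 0.97 in both genotypes. Without LPS, genotypes differed by -0.11 (DESeq2 size factors), -0.068 (total count) and -0.11 (DESeq2) in miR-155-5p, by -0.024 (DESeq2 size factors) and -0.024 (DESeq2) in miR-150-5p, and by -0.20, -0.015 and -0.20 in miR-21a-5p in that order. With LPS and total count scaling they differed by -0.024 in miR-155-5p and -0.041 in miR-142a-5p. Over both conditions miR-155-5p was at -0.032, -0.046 and -0.032. The difference of responses of miR-21a-5p was -0.022 with the block. In Eµ-deficient cells miR-181a-5p was at 0.11 (total count) and 0.052 (block). The cause was not tested.

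Under the settings chosen after seeing the data, 260 of 297 such values kept direction and side of the threshold and 19 gained it. The 1 that lost it was miR-155-5p with LPS in both genotypes under the GC correction (1.18, adjusted p 0.116). The 17 that changed sign were not past the threshold in either fit. With the GC correction LPS changed miR-142a-3p by -0.17 in wt and miR-142a-5p by -0.41 in 3'RR-deficient cells, or by -0.085 with the block as well. Without LPS, genotypes differed with mature microRNAs alone by -0.061 in miR-155-5p and -0.15 in miR-21a-5p. With the GC correction they differed by -0.11 in miR-155-5p and -0.043 in miR-150-5p, or -0.026 with the block within culture condition as well. That block alone gave -0.087 for miR-142a-3p with LPS, and -0.022 for the difference of responses of miR-21a-5p, or -0.026 with the GC correction. Over both conditions miR-155-5p was at -0.014 with mature microRNAs alone. In Eµ-deficient cells miR-146a-5p was at -0.14 with that block and -0.038 with the GC correction as well. There miR-181a-5p was at 0.018 and 0.15, and at 0.066 with mature microRNAs alone. The cause was not tested.

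Leaving out 1 library changed the sign of these log2 values of listed microRNAs, none of which was past the threshold. For LPS in wt, miR-142a-5p ranged from -1.64 to 2.55 and miR-142a-3p from -0.85 to 3.93, in 3'RR-deficient cells miR-142a-5p from -0.74 to 2.98, and in both miR-142a-5p from -0.71 to 1.11. Between genotypes without LPS the ranges were -0.33 to 0.26 (miR-155-5p), -0.41 to 1.17 (miR-146a-5p), -0.34 to 0.48 (miR-150-5p), -1.83 to 2.62 (miR-21a-5p), -0.34 to 0.89 (miR-181a-5p), -3.56 to 2.36 (miR-142a-5p) and -4.05 to 2.48 (miR-142a-3p). With LPS they were -0.35 to 0.73 (miR-155-5p), -0.19 to 1.05 (miR-21a-5p), -0.14 to 0.49 (miR-142a-5p) and -1.11 to 1.01 (miR-142a-3p). For the difference of responses they were -0.45 to 0.77 (miR-155-5p), -0.20 to 0.61 (miR-150-5p), -2.10 to 2.35 (miR-21a-5p), -0.31 to 0.91 (miR-181a-5p), -2.23 to 3.69 (miR-142a-5p) and -2.22 to 4.31 (miR-142a-3p). Over both conditions they were -0.089 to 0.26 (miR-155-5p), -0.50 to 0.20 (miR-146a-5p), -0.30 to 1.27 (miR-21a-5p), -1.02 to 0.92 (miR-142a-5p) and -1.25 to 1.05 (miR-142a-3p). For Eµ-deficient against wt they were -0.70 to 1.18 (miR-146a-5p), -0.85 to 0.057 (miR-150-5p), -1.04 to 0.81 (miR-21a-5p), -0.50 to 0.37 (miR-181a-5p), -1.39 to 0.58 (miR-142a-5p) and -1.24 to 1.17 (miR-142a-3p). The spread of the non-stimulated replicates contributes to these ranges, and otherwise the cause was not tested. Of the values refitted without 1 library, 392 moved by less than the replicate spread, 54 moved by more and 60 changed sign.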

Other observations

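The tests of GC content, of the host transcripts, of cell markers in the chromosome 12 cluster and of the share of B-cells were chosen only after the result was seen, and the others before.

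The non-stimulated replicates lay far apart. The SD of their log2 difference across 607 mature microRNAs was 1.98 in wt and 1.79 in 3'RR-deficient cells, against 1.13 and 1.14 with LPS. Sampling at the depth of these libraries would give at most 0.506, so depth alone does not explain the gap. The difference correlated with GC content across features with Spearman's rho of 0.562 in wt and 0.493 in 3'RR-deficient cells, and with -0.239 and -0.229 in the LPS groups. Removing the trend left an SD of 1.64 and 1.56, so GC content may account for part of the difference but not for all of it. The second non-stimulated libraries also held more rRNA counts, 0.347% in wt and 0.266% in 3'RR-deficient cells. The first held 0.009% and 0.007%, and the other libraries at most 0.042%. Whether this reflects the quality of the RNA or the preparation was not tested. The labels name no batch, and a shared preparation of the second non-stimulated libraries remains a candidate cause for the rest.

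The 1 call between 3'RR-deficient and wt cells, miR-5121, was also lower and past the threshold in Eµ-deficient cells. Removal of the GC trend left its log2 fold change between 3'RR-deficient and wt cells at -3.33 (adjusted p 0.00188), so GC content is not its source. Its locus lies within Snord33, and the feature that covers this host snoRNA cluster (piRNAclusterDB_250) changed by -0.27 (SE 0.37) in 3'RR-deficient and by 0.62 (SE 0.41) in Eµ-deficient cells. This argues against a loss of the host transcripts as a whole. Of the splits of the 8 libraries into groups of 4, 1 of the 34 splits that could be fitted gave as many calls, namely the real one, and 1 further split could not be fitted. With the replicate block within culture condition, 1 of the 8 splits gave as many calls, which is the smallest share this design allows and so decides nothing. A sequence variant at Snord33 that the deleted lines share, or a different substrain of the wt mice, might lower the count of this one feature in both genotypes. The table holds no sequence, so this was not tested.

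For the LPS response with wt and 3'RR-deficient cells together, 1 of the 34 splits that could be fitted gave as many calls, namely the real one, and the other 33 gave 0. In those 33 the LPS response stays in the residual and can hold the calls down, so the gap between 157 and 0 does not measure the strength of the result.

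The higher counts of the chromosome 12 window in Eµ-deficient cells were set against several explanations. With all libraries thinned to the 2225722 microRNA counts of the smallest library, 26 of 33 features were higher and the median was 2.65, so depth is not the source. Among 10000 random lists matched on abundance the highest median was 0.78 against the observed 3.11, so a shift of all features of that abundance is not the source either. In 33 of the 39 cluster features both Eµ-deficient counts were above every wt count. Cells of another type in the spleen could bring these microRNAs. Each prediction used the smaller ratio of cluster to marker counts of the Eµ-deficient libraries. Each share of counts seen is thus the highest that these ratios allow. Had the cluster counts come with stromal cells (marker miR-143-3p), the marker in the other 8 libraries predicts 3561 cluster counts and 1154 were seen, or 32.4%. Without wt non-stimulated replicate 1 that share is 99.5%, so this test rests on 1 library. For myeloid cells (miR-223-3p) the share was 102.9%, or 173.0% without that library, and for erythroid cells (miR-451a) 60.7%, or 133.3%. The cluster counts per marker count differ between the Eµ-deficient libraries, from 0.0319 without to 0.524 with LPS for miR-223-3p and from 0.0349 to 0.105 for miR-451a, while they are 0.360 and 0.322 for miR-143-3p. The 102.9% of myeloid cells thus rests on the ratio without LPS, and the ratio with LPS would give a far lower share. Other cells and a change in the B-cells cannot be told apart here, because the Eµ-deficient genotype has 1 library per condition and each marker is also counted in wt libraries. An effect of the deletion of Eµ on this cluster, 3.51 Mb away, stays open and untested.

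The list of 9 microRNAs of other cell types gave 0 calls between Eµ-deficient and wt cells over all features tested and 4 when adjusted over the list alone. With the replicate block within culture condition 4 passed over all features. Without it 8 of 9 were higher, with a median log2 fold change of 1.43. With the block the log2 fold changes were 1.86 (SE 0.31) for miR-223-3p, 2.05 for miR-451a, 2.28 for miR-143-3p and 2.42 for miR-145a-5p, which are the 4 that passed. The 2 arms of the endothelial microRNA did not move alike: miR-126a-3p was at -1.05 (SE 0.44, adjusted p 0.121) and miR-126a-5p at 0.48 (SE 0.71), against -0.86 (SE 0.71) and 0.11 (SE 1.04) without the block. A lower share of B-cells would raise the markers of all other cells alike. With all libraries and no block, miR-223-3p lay 3.34 SE above the mean of both endothelial arms, miR-451a 2.71 SE and miR-143-3p 3.01 SE. With the block these gaps were 5.12, 5.24 and 4.88 SE. Without the Eµ-deficient LPS library the gaps were 1.75 SE for miR-223-3p, 1.11 SE for miR-451a and -0.12 SE for miR-143-3p (no block), and 2.98, 2.01 and 0.10 SE with the block. The gap of miR-143-3p thus rests on 1 library, and that of miR-223-3p is smaller without it. A lower share of B-cells and a rise in particular cells, such as myeloid, erythroid or stromal ones, may thus both be the source, and these data do not decide between them. The paper also refers to an earlier report that Eµ-deficient mice lack follicular B-cells. Subsets of B-cells were not measured here, so their part in the Eµ-deficient differences stays open. In the Eµ-deficient libraries miR-223-3p was at 4939 CPM without and 495.8 CPM with LPS, miR-451a at 4514 and 2477 CPM, and miR-143-3p at 437.7 and 807.2 CPM. In the wt non-stimulated libraries miR-223-3p was at 1923 and 462.5 CPM and miR-451a at 3719 and 205.5 CPM, so that for miR-451a the first wt replicate was close to the Eµ-deficient library (log2 ratio 0.28). With LPS, 4 of the 9 fell past the threshold over both other genotypes: miR-223-3p, miR-223-5p, miR-143-3p and miR-145a-5p, by log2 values of -3.49, -2.59, -3.18 and -5.30. The falls of miR-451a (-2.37, adjusted p 0.0912), miR-144-3p (-1.07, adjusted p 0.459) and miR-122-5p (-2.57, adjusted p 0.216) did not pass, and miR-126a-3p (-0.19) and miR-126a-5p (0.08) hardly moved. A loss of particular other cells in culture is one candidate explanation of the 4 decreases that was not tested. B-cells themselves may express some of the 9, and how many was not determined from these data.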
